A study of Mus musculus with 15 samples. Its data were reported in "Proimmunogenic impact of MEK inhibition synergizes with agonist anti-CD40 immunostimulatory antibodies in tumor therapy" (2020).

How the data were processed

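Tumors grown from PDA30364, a line of mouse pancreatic ductal adenocarcinoma cells, were collected from C57BL/6-Ly5.1 mice on day 26 after subcutaneous inoculation. The mice had received the MEK inhibitor (MEKi) GDC-0623 at 30 mg/kg or vehicle, together with an agonist antibody (Ab) against CD40 or control IgG given on treatment days 3, 5 and 7 and again 1 day before analysis. Total RNA from pieces of each tumor was labelled with a 3' IVT kit and hybridized to 1 Affymetrix mouse 3' expression array. This gave 4 control, 4 CD40 Ab, 3 MEKi and 4 combination (MEKi plus CD40 Ab) arrays. The sample notes speak of 4 to 5 mice per group, and whether a MEKi array was left out is not known here.

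The deposited values are log2 signals per probe set that the authors obtained by robust multi-array average (RMA), that is, after background correction, quantile normalization and summarization. The version of the RMA software was not given in the sources used here, and scanner intensity files were not used here. The deposited table held 45101 probe sets, of which 64 were Affymetrix controls that were left out of the tests, so 45037 were tested. Of these, 34945 carried 1 gene symbol, 932 carried several and 9160 had no symbol in the annotation used. For values per gene, the probe set with 1 symbol and the highest mean over the 15 arrays was used, which gave 18193 genes. The number of arrays, 3 or 4 per group, limited the precision of each value.

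Groups were compared with limma 3.58.1 in R 4.3.3 by a linear model with an empirical Bayes moderated test, two-sided, on the arrays of the 2 groups alone, with Benjamini-Hochberg adjustment over all 45037 probe sets and a threshold of 0.05 without a fold change minimum. The 5 comparisons were combination against control, MEKi against control, CD40 Ab against control, combination against MEKi and combination against CD40 Ab. The interaction, the log2 FC of combination against MEKi minus that of CD40 Ab against control, was fitted on all 15 arrays. Each log2 FC is given with the standard error of limma's moderated fit, and levels are given as mean ± SD.

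The comparisons, tests, alternatives, 33 gene lists and the rule for the genes named were fixed before the data were examined. The lists held 554 genes, of which 494 had a probe set with 1 symbol, and they covered tumor cell programs, antigen presentation, interferon and chemokine responses, immune cell types and the other tissues that a subcutaneous tumor piece can hold. A chemokine, a CD40 and NF-kB target, an M1-like macrophage and a dendritic cell list gene were also in another list. Each list was compared with all other genes by camera in limma with a preset inter-gene correlation of 0.01, adjusted over the 33 lists. An estimated correlation and fry were run as alternatives. Camera with the preset correlation was also run on 100 draws per comparison of same-sized groups that did not differ. It called a median of 13.5 to 15 of 33 lists there. The draws used the spread of all 15 arrays, so outlying MEKi arrays can raise their medians in any comparison. Calls are given with the adjusted p with an estimated correlation and the number of draws with as large a list median. That number was added after the data were seen.

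The genes named in each comparison were the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose groups of arrays did not overlap, up to 3 passing members of each list past camera's threshold (in order of camera p until about 30 genes were named), and 32 genes of interest given whatever their values. Of these 32 genes, 4 had no probe set with their symbol and were not analysed here. For the interaction, the 5 highest and 5 lowest passing values were named.

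Comparisons against the same controls share arrays, so overlaps of called genes were set beside the count given by independent calls, beside 100 draws of unchanged groups against shared controls, and beside splits of the 4 controls into separate pairs. Differences between groups in array measures and principal components were tested by exact permutation tests, two-sided. The fits were tested on simulated data with known changes: in groups of these sizes, 80.6% to 92.5% of probe sets changed 2-fold were recovered, and 4 to 16 of the unchanged probe sets were called. Every count was compared with that from other splits of the same arrays into groups of the same sizes, all 35 for a 2-group comparison and 100 for the interaction.

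The alternatives were a fit of all 15 arrays, an intensity trend with a robust prior, array weights, a further quantile normalization, median centring, leaving out dim probe sets or probe sets that can match several transcripts, 1 probe set per gene, the mean over a gene's probe sets, stricter thresholds, the replicate number as a block, the series of the animal numbers as a covariate, and leaving out each array. The replicate numbers did not pair the samples: the nearest array in another group had the same number for 4 of 15 arrays. Covariates for the muscle and skin lists and for the spike-in signal ratio, and fits within each series of animal numbers, were added after the data were seen. A correction of the background and a block for the scan date were not run, since they need files not used here.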

Results

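Gene expression was profiled in 15 whole subcutaneous PDA30364 tumors on day 26, after treatment with vehicle and control IgG (control, n = 4), CD40 Ab (n = 4), MEKi (n = 3) or both agents (combination, n = 4). Because whole tumor pieces were used, the signals combine tumor cells, infiltrating immune cells, stroma and any neighboring tissue. The arrays were similar in signal range after RMA, with array medians from 5.16 to 5.24 on the log2 scale, and their number limited the precision. The first principal component held 48.2% of the variance and placed the MEKi arrays (45.1 ± 13.9, SD, n = 3) and the combination arrays (13.7 ± 3.29, n = 4) apart from control (-25.1 ± 6.48, n = 4) and CD40 Ab arrays (-22.4 ± 6.73, n = 4). The second held 16.3% and had its highest values in combination tumors (21.4 ± 6.49), compared with 2.57 ± 4.60 in CD40 Ab, -10.4 ± 3.10 in control and -18.0 ± 17.3 in MEKi tumors.

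The animal numbers fell into a series under 10000 and a series from 10000 on, and these series were not balanced: all 4 combination tumors belonged to the lower and all 3 MEKi tumors to the upper series, with 3 and 1 of the controls and 2 and 2 of the CD40 Ab tumors. Among the 8 tumors without MEKi, the first component was -27.7 in the lower and -17.1 in the upper series (exact permutation p = 0.0179, the smallest that 5 against 3 arrays allow). The signal of the 18S ribosomal RNA control probe sets was 13.24 ± 0.11 in combination and 12.86 ± 0.14 in control tumors (exact permutation p = 0.0286, the smallest that 4 against 4 arrays allow, adjusted 0.0714 over 40 tests). The same exact p and adjusted p were found for 18S in combination against CD40 Ab tumors (0.26 higher), for the mean of the Gapdh controls in MEKi against control (0.33 lower) and combination against MEKi (0.35 higher), and for the spike-in ratio in combination against control (0.29 lower) and CD40 Ab tumors (0.59 lower). In MEKi against control, 18S was 0.42 higher (exact permutation p = 0.0571, adjusted 0.127). The 3' minus 5' signal of the Gapdh controls, a measure of RNA integrity, lay between -0.05 and -0.03 in the 4 groups and did not differ past the threshold in any of the 5 comparisons.

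The combination was first compared with control, the contrast that shows the joint effect of MEK inhibition and CD40 activation on the tumor. Antigen presentation and interferon response genes were higher in every combination tumor. The MHC class II list rose from a mean level of 8.34 ± 0.25 (SD, n = 4) to 9.77 ± 0.33 (n = 4), and the interferon gamma response list from 9.08 ± 0.34 to 10.56 ± 0.32. Mitotic genes fell from 8.89 ± 0.23 to 8.19 ± 0.40 and the transcriptional output of ERK, the kinase directly downstream of MEK, from 9.27 ± 0.06 to 8.84 ± 0.02. Skeletal muscle genes were also higher, at 8.44 ± 0.66 against 6.25 ± 0.90, so muscle signal moved together with all of these groups.

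In total, 6450 of 45037 probe sets passed the threshold, 3192 up and 3258 down, or 1875 genes up and 1586 down. After median centring 2854 rose and 4759 fell. In 4867 of 18193 genes the 4 combination arrays did not overlap the 4 control arrays, where chance gives 2.86%. The largest rise was that of Mmp7, encoding an epithelial matrix metalloproteinase (log2 FC 4.05 ± 0.16, adjusted p = 6.32e-06). It was followed by the muscle myosin gene Myh1 (3.86 ± 0.92, adjusted p = 0.0220) and Pigr, whose product carries polymeric immunoglobulins across epithelia (3.67 ± 0.48, adjusted p = 0.00133). Next came Pamr1 (3.5 ± 0.19, adjusted p = 2.86e-05) and the matrix proteoglycan gene Ogn (3.46 ± 0.17, adjusted p = 1.48e-05). The largest falls were those of Dynap (-3.80 ± 0.29, adjusted p = 0.000129), the synaptic vesicle gene Synpr (-3.21), the potassium channel subunit gene Kcnab1 (-3.11), the urea transporter gene Slc14a1 (-2.96) and the neuronal pentraxin gene Nptx1 (-2.90). For these last 4 genes the adjusted p lay between 1.70e-05 and 0.00101. Each of these 10 genes separated all 4 combination from all 4 control arrays.

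Every measured member of 2 immune lists rose in combination tumors. The first was the interferon gamma response list with 16 genes (16 adjusted over the list alone, median log2 FC 1.26), among them the T cell attracting chemokine gene Cxcl10 (2.15) and the guanylate-binding protein genes Gbp8 (2.06) and Gbp6 (2.03). The second was the MHC class I presentation list with 14 genes (14 adjusted over the list alone, the first number in later brackets, median 1.17), among them the peptide transporter genes Tap2 (1.77) and Tap1 (1.45) and the immunoproteasome gene Psmb8 (1.71). Of 10 MHC class II genes, 8 rose and 2 did not pass (9, median 1.53). Examples were H2-DMb2 (2.85), H2-DMa (1.90) and H2-Aa (1.30) and the class II transactivator gene Ciita (1.84). Of 22 type I interferon response genes, 16 rose and 6 did not pass (17, median 0.70), among them Oasl2 (1.29), Zbp1 (1.27) and Ifit2 (1.20). The chemokine list had 15 of 24 genes up and 9 not passing (16, median 0.67), including Cxcl9 (1.93). The CD40 and NF-kB target list had 8 of 19 up and 11 not passing (9, median 0.48), and Cd40 itself rose (log2 FC 0.81 ± 0.22, adjusted p = 0.0352). Camera gave these 6 lists adjusted p = 3.37e-13 to 7.10e-07. The chemokine list kept its call with an estimated correlation (adjusted p = 0.0273), while the other 5 had adjusted p = 0.202 to 0.211. None of 100 draws of unchanged groups gave a median as large for any of the 6.

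T cell and cytotoxic list levels rose, most in combination replicate 2. It had T cell genes at 6.59 (5.80 to 5.85 in the other 3) and cytotoxic genes at 7.10 (6.14 to 6.28). Without it the medians of both lists, given next, became 0.63 and 0.76. Of 18 T cell genes, 13 rose and 5 did not pass (14 adjusted over the list alone, median 0.87), and of 15 cytotoxic and NK effector genes, 7 rose and 8 did not pass (9, median 1.13). The CD3 subunit gene Cd3g rose by 2.38 (adjusted p = 0.00160), Cd8a by 1.5 (adjusted p = 0.00244), Ifng by 1.75 (adjusted p = 0.00467) and the granzyme gene Gzmb by 1.45 (adjusted p = 0.00338), each higher in all 4 combination than in all 4 control tumors. Fasl had a log2 FC of 0.74 (adjusted p = 0.0730), Cd4 of 0.092 (adjusted p = 0.517) and the regulatory T cell factor gene Foxp3 of -0.12 (adjusted p = 0.470), none of which passed. The regulatory T cell list shifted less (3 of 9 up, 6 not passing, 4 adjusted over the list alone, median 0.25). So did immune checkpoints (3 of 10 up, 7 not passing, 7 so adjusted, median 0.34). B cell genes (2 of 13 up, 11 not passing, 4 so adjusted, median 0.23) were also called up. So were plasma cell genes (4 of 11 up, 7 not passing, 5 so adjusted, median 0.41). With muscle and skin covariates the B cell median was -0.86 and passed in the opposite direction (camera adjusted p = 1.13e-05), and without combination replicate 2 it was 0.12 and did not pass. The immunoglobulin gene Ighm rose by 2.85 (adjusted p = 0.0202). Camera gave these 6 lists adjusted p = 5.40e-09 to 0.0359 (0.211 to 0.422 with an estimated correlation). Of 100 draws of unchanged groups, 64 gave a median as large for B cells, 11 for plasma cells and none for the other 4. MEKi arrays widened the B cell draws (SD 1.15, control 0.12, combination 0.25).

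Myeloid lists varied in their shift. Pan-macrophage genes rose in 12 of 14 with 2 not passing (13 adjusted over the list alone, median 0.89), for example Tyrobp (1.21), Mpeg1 (1.12) and Aif1 (1.07). Complement genes rose in 9 of 11 with 2 not passing (9, median 1.26). The M2-like list was mixed, with 5 of 15 genes up, 2 down and 8 not passing (6 up and 2 down adjusted over the list alone, median 0.57). Mrc1, the mannose receptor gene used as an M2 marker, fell by 1.33 (SE 0.24, adjusted p = 0.00592), while Nos2, an M1 marker, had a log2 FC of 0.17 (adjusted p = 0.406). The M1-like list had 5 of 13 genes up and 8 not passing (5 up and 2 down adjusted over the list alone, median 0.34). Granulocytic genes rose in 8 of 16 with 8 not passing (8, median 0.48), including S100a8 (1.35 ± 0.18, adjusted p = 0.00124), and dendritic cell genes in 2 of 11 with 9 not passing (5, median 0.19). Camera gave these 6 lists adjusted p = 5.39e-11 to 0.0306 (0.0869 to 0.422 with an estimated correlation). Of 100 draws of unchanged groups, 22 gave a median as large for dendritic cell genes, 3 for the M2-like list and none for the other 4. Without combination replicate 2 the dendritic cell median was 0.11 (adjusted p = 0.104), and with muscle and skin covariates -0.022. Mast cell genes did not pass (0 of 8, 0 adjusted over the list alone, median -0.12, camera adjusted p = 0.608).

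Proliferation and ERK signaling genes were lower. Of 24 mitosis and G2/M genes, 15 fell and 9 did not pass (24 adjusted over the list alone, median -0.70), including the mitotic kinase gene Plk1 (-0.73 ± 0.21, adjusted p = 0.0452) and the proliferation marker gene Mki67 (-0.58 ± 0.16, adjusted p = 0.0408). Of 19 ERK pathway output genes, 13 fell and 6 did not pass (13, median -0.43), including the ERK phosphatase gene Dusp6 (-0.48 ± 0.067, adjusted p = 0.00167). Others were the feedback inhibitor gene Spry4 (-0.32 ± 0.08, adjusted p = 0.0263) and the transcription factor gene Etv4 (-0.76 ± 0.08, adjusted p = 0.000479). Of 19 cholesterol biosynthesis genes, 12 fell and 7 did not pass (16, median -0.44), including Hmgcs1 (-0.46 ± 0.11, adjusted p = 0.0222). Ribosome biogenesis genes fell in 4 of 18 with 14 not passing (6, median -0.12) and DNA replication genes in 2 of 26 with 24 not passing (5, median -0.11). Camera gave these 5 lists adjusted p = 1.45e-07 to 0.0359. The ERK output list kept its call with an estimated correlation (adjusted p = 0.0273), and the other 4 had adjusted p = 0.211 to 0.643. The medians of the DNA replication and cholesterol lists were matched in 64 and 12 of 100 draws of unchanged groups, and those of the other 3 in 0 to 2. Without combination replicate 1 or 4 the DNA replication median was -0.071 and -0.045 and did not pass (adjusted p = 0.119 and 0.275). With muscle and skin covariates the cholesterol (0.029) and DNA replication medians (0.15) turned, without passing. Hypoxia and glycolysis genes did not pass (1 up, 1 down and 15 not passing of 17, 1 up and 1 down adjusted over the list alone, median -0.087, camera adjusted p = 0.490).

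Among stromal and neighboring tissues, 11 of 22 fibroblast and matrix genes rose and 11 did not pass (16 adjusted over the list alone, median 0.62), with examples in Dpt (2.30), Tagln (1.79) and Thbs2 (1.27) and the collagen gene Col1a1 (0.81 ± 0.14, adjusted p = 0.00545). Of 20 skeletal muscle genes, 18 rose and 2 did not pass (19 up and 1 down adjusted over the list alone, median 2.41), among them Myh4 (3.19) and Tnnc2 (3.15), while the actin gene Acta1 had a log2 FC of 2.70 (adjusted p = 0.0540). Camera called 2 further lists up. Nerve and Schwann cell genes rose in 3 of 7 with 4 not passing (4, median 0.20). Adipocyte genes rose in 1 of 11 with 10 not passing (1, median 0.44), and Adipoq did not pass (1.82, adjusted p = 0.188). Camera gave these 4 lists adjusted p = 5.47e-10 to 0.0306 (0.202 to 0.422 with an estimated correlation), and 26 of 100 draws of unchanged groups gave a median as large for adipocytes and none for the other 3. The last 4 lists did not pass, with camera adjusted p = 0.0529 to 0.580. They were epithelial tumor cell genes (4 up and 10 not passing of 14, 5 up and 1 down adjusted over the list alone, median 0.11) and endothelial genes (2 up, 1 down and 11 not passing, as adjusted over the list alone, median 0.092 with a mean of the opposite sign). The others were skin keratinocyte genes (1 of 12 down, 0 adjusted over the list alone, median -0.28) and red blood cell genes (0 of 4, 0 adjusted over the list alone, median -0.13). Krt19, a keratin gene of ductal tumor cells, had a log2 FC of 0.13 (adjusted p = 0.269). A fit of all 15 arrays called 5021 probe sets, and adding covariates to that fit gave 1162 with the muscle and skin list levels and 3433 with the spike-in ratio. The count of 6450 was 4077 without control replicate 1 and 4281 without control replicate 3. Within the animal number series under 10000 (4 against 3 arrays) it was 5212, and the upper series held no combination tumor.

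**Figure D1:**
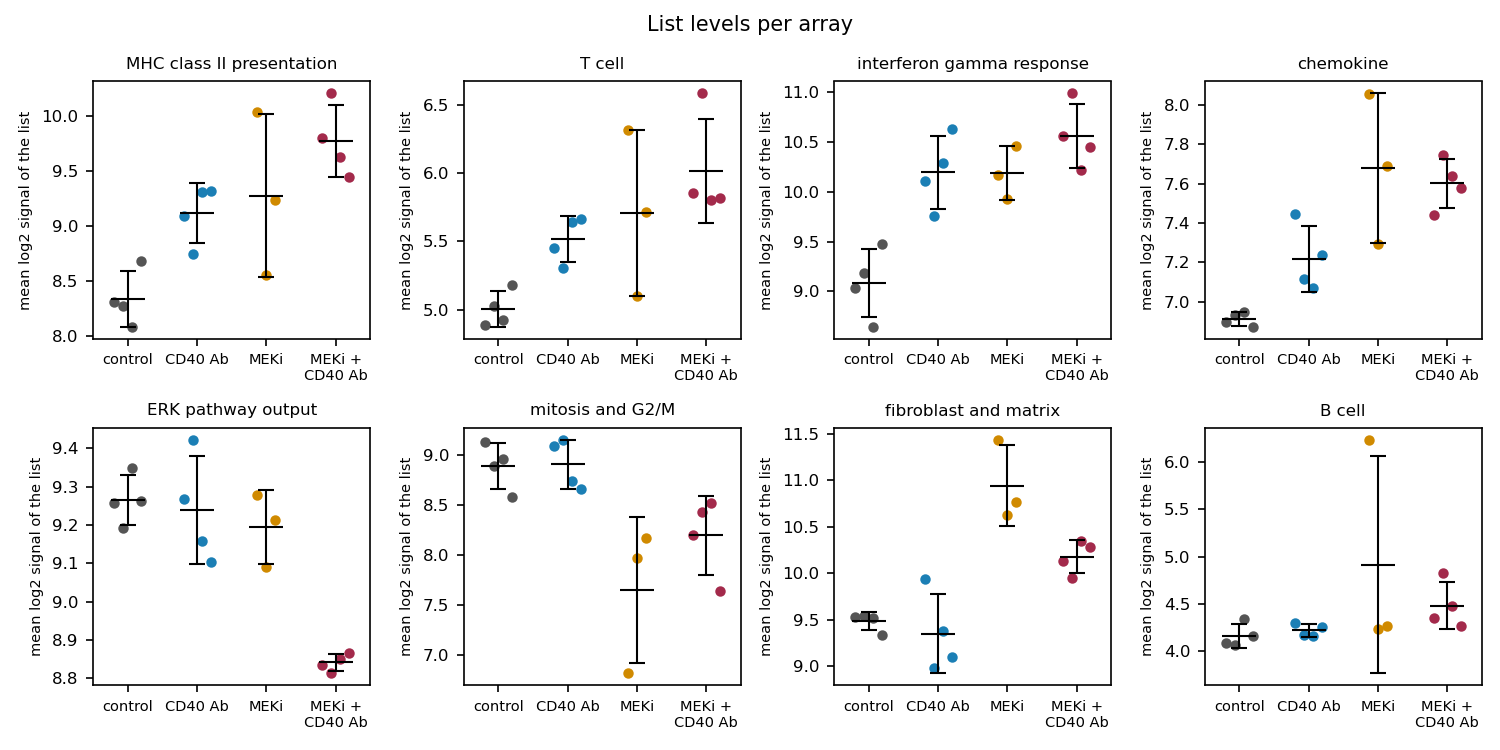
Mean log2 signal of 8 gene lists in each tumor (points, 1 per array) by group, with the group mean and SD (bars). MHC class II genes had means of 8.34 ± 0.25 in control and 9.77 ± 0.33 in combination tumors, and ERK pathway output was lowest in combination tumors (8.84 ± 0.02).

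MEKi alone was compared with control. Fibroblast and matrix genes rose from a level of 9.48 ± 0.10 (SD, n = 4) to 10.94 ± 0.43 (n = 3), and granulocytic genes from 5.57 ± 0.12 to 6.65 ± 0.17. Mitotic genes fell from 8.89 ± 0.23 to 7.65 ± 0.73. Skin keratinocyte genes were higher, at 6.67 ± 0.35 against 5.17 ± 0.34, as were skeletal muscle genes, at 8.44 ± 1.56 against 6.25 ± 0.90, so that skin and muscle signals moved with the other groups. The muscle level was 10.24 in MEKi replicate 1 and 7.49 and 7.58 in the other 2, and without that array the median log2 FC of the muscle list fell from 2.27 to 1.33. ERK pathway output was 9.19 ± 0.10 under MEKi alone and 9.27 ± 0.06 in control tumors, and as a list it did not pass.

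The test called 7162 probe sets, 3387 up and 3775 down (1953 genes up and 1894 down). In 6493 genes the 3 MEKi arrays did not overlap the 4 control arrays, where chance gives 5.71%. The largest rises were in the growth factor binding protein gene Igfbp2 (log2 FC 5.20 ± 0.55, adjusted p = 0.000965) and in the hair keratin-associated protein genes Krtap16-3 (5.04 ± 0.73, adjusted p = 0.00354) and Krtap8-1 (4.94 ± 1.01, adjusted p = 0.0141). Also among them were Ogn (5.02 ± 0.79, adjusted p = 0.00490) and the hair follicle keratin gene Krt25 (4.96 ± 1.30, adjusted p = 0.0363). The largest falls were in Kcnab1 (-3.66), Dynap (-3.66), Acsbg1 (-3.34), Klhl1 (-3.17) and Uchl1 (-3.10), with adjusted p = 6.17e-05 to 0.00155. In each of these 10 genes all 3 MEKi arrays lay on 1 side of all 4 control arrays. Control replicate 4, the only control of the MEKi tumors' animal number series, was close to them in Krt25 (8.63 against 9.23 to 9.47) and Krtap8-1 (8.15 against 9.56 to 10.35). CD40 Ab replicates 3 and 4, of the same series, were not (Krt25 at 3.04 and 2.92, Krtap8-1 at 3.76 and 3.58).

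Of 22 fibroblast and matrix genes, 17 rose and 5 did not pass (18 adjusted over the list alone, median 1.39), including the matrix genes Dpt (4.47), Cthrc1 (2.87) and Dcn (2.70) and Col1a1 (1.81 ± 0.19, adjusted p = 0.000846). Of 16 granulocytic genes, 9 rose and 7 did not pass (12, median 1.01), including Lcn2 (3.41), S100a9 (2.57) and S100a8 (2.71). Of 8 mast cell genes, 5 rose and 3 did not pass (7, median 0.87). Skin keratinocyte genes rose in 8 of 12 with 4 not passing (8, median 1.53), including the basal keratinocyte genes Dsc3 (2.91), Krt5 (2.54) and Trp63 (2.45). Epithelial tumor cell genes rose in 4 of 14 and fell in 2 (7 up and 2 down adjusted over the list alone, median 0.34), with Krt19 not passing (0.29, adjusted p = 0.0959). Of 20 muscle genes, 3 rose and 17 did not pass (18 up and 1 down adjusted over the list alone, median 2.27), with Myh1 (4.21), Mb (2.85) and Myh2 (2.85) passing and Acta1 not (2.60, adjusted p = 0.105). Camera gave these 6 lists adjusted p = 3.26e-11 to 0.00582 (0.530 with an estimated correlation), and none of 100 draws of unchanged groups gave medians as large.

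Interferon gamma response genes rose in 13 of 16 with 3 not passing (14 adjusted over the list alone, median 1.06), including Cxcl10 (2.10), Cxcl11 (1.51) and Gbp8 (1.44). MHC class I genes rose in 7 of 14 (11, median 0.74), including Tap2 (1.23), Tapbpl (1.18) and Psmb10 (1.02). MHC class II genes rose in 4 of 10 (7, median 0.99). Chemokine genes rose in 11 of 24 and fell in 2 (13 up and 3 down adjusted over the list alone, median 0.80). CD40 and NF-kB targets rose in 9 of 19 and fell in 1 (9 and 1 adjusted over the list alone, median 0.33). M1-like macrophage genes rose in 6 of 13 (6, median 0.58) and complement genes in 4 of 11 (6, median 0.69). Mitotic genes fell in 17 of 24 with 7 not passing (22, median -1.25), including Ccnb2 (-1.83), Kif20a (-1.82), Nusap1 (-1.80) and Plk1 (-1.48). Cholesterol biosynthesis genes fell in 2 of 19 (4, median -0.73), hypoxia and glycolysis genes in 1 of 17 (0, median -0.55). Ribosome biogenesis genes rose in 4 of 18 (6, median 0.23). Camera gave these 11 lists adjusted p = 2.59e-08 to 0.0184 (0.530 to 0.579 with an estimated correlation). Among 100 draws of unchanged groups, 2 gave a median as large for hypoxia and glycolysis and none for the other 10. Without MEKi replicate 1 the hypoxia and glycolysis (-0.20), MHC class II (0.60) and complement lists (0.42) did not pass. The mitosis (-0.81), cholesterol (-0.41) and chemokine medians (0.48) also fell by more than 1.5 times but passed.

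Lymphocyte lists had few passing members under MEKi alone. T cell genes rose in 1 of 18 (1 adjusted over the list alone, median 0.59), cytotoxic genes in 1 of 15 (0, median 0.42) and regulatory T cell genes in 1 of 9 (1, median 0.21). B cell genes rose in 0 of 13 (0, median 0.64), pan-macrophage genes in 1 of 14 (1, median 0.27) and type I interferon genes in 3 of 22 with 1 down (6 and 1, median 0.22). Camera called these 6 lists up with adjusted p = 0.00205 to 0.0348 (0.530 to 0.579 with an estimated correlation), and 3 to 33 of 100 draws of unchanged groups gave medians as large. Without MEKi replicate 1 the medians of the B cell and pan-macrophage lists turned to -0.0125 and -0.0888, and the T cell (0.28), cytotoxic (0.23) and regulatory T cell lists (0.13) did not pass either (adjusted p = 0.103 to 0.264). With the animal number series as a covariate the type I interferon median turned to -0.0270 and did not pass. The other 10 lists did not pass (camera adjusted p = 0.0795 to 0.583): ERK pathway output with 1 gene up and 4 down of 19, DNA replication, immune checkpoint, plasma cell, M2-like macrophage, dendritic cell, endothelial, adipocyte, nerve and red blood cell genes, with medians from -0.22 to 0.37. Among single genes, Etv4 fell (log2 FC -0.56 ± 0.11, adjusted p = 0.00995), as did Mrc1 (-1.30 ± 0.16, adjusted p = 0.00164), and Ifng (1.10), Cxcl9 (1.37), Ciita (1.28) and Cd40 (0.76) rose (adjusted p = 0.00417 to 0.0317), each with all MEKi arrays apart from all control arrays. Dusp6 (-0.052), Spry4 (0.45), Mki67 (-0.80), Hmgcs1 (-0.64), Cd3g (1.63), Cd8a (0.77), Cd4 (-0.067), Gzmb (0.88), Fasl (0.29), Foxp3 (-0.13), Nos2 (0.14), H2-Aa (0.83), Tap1 (0.96), Ighm (0.17) and Adipoq (-0.92) did not pass (adjusted p = 0.0589 to 0.875). Without control replicates 1, 2 or 3 the count was 4398, 4492 and 4770, with the replicate number as a block it was 3159, and a fit of all 15 arrays gave 9843, which became 5117 with the series and 1719 with muscle and skin covariates. Within the animal number series from 10000 on, 3 MEKi arrays and 1 control array gave 0 probe sets by limma (4600 at an unadjusted p under 0.05), but each of the 3 other subsets with 1 control gave 1, so this size of group decided nothing about the series.

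**Figure D2:**
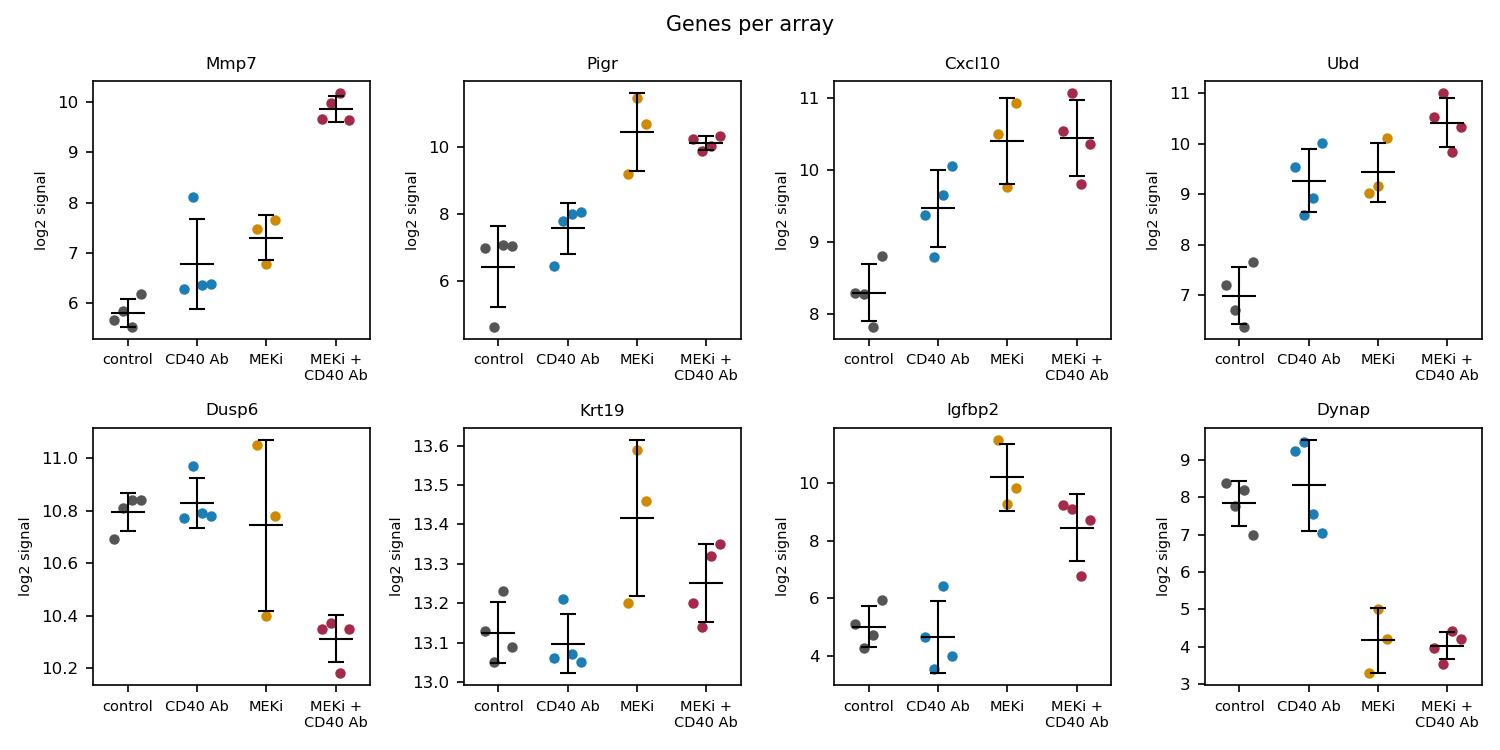
Log2 signal of 8 genes in each tumor (points, 1 per array) by group, with the group mean and SD (bars). Mmp7 had means of 5.81 ± 0.28 in control and 9.86 ± 0.26 in combination tumors, and Krt19 differed in no comparison past the threshold.

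**Figure D3:**
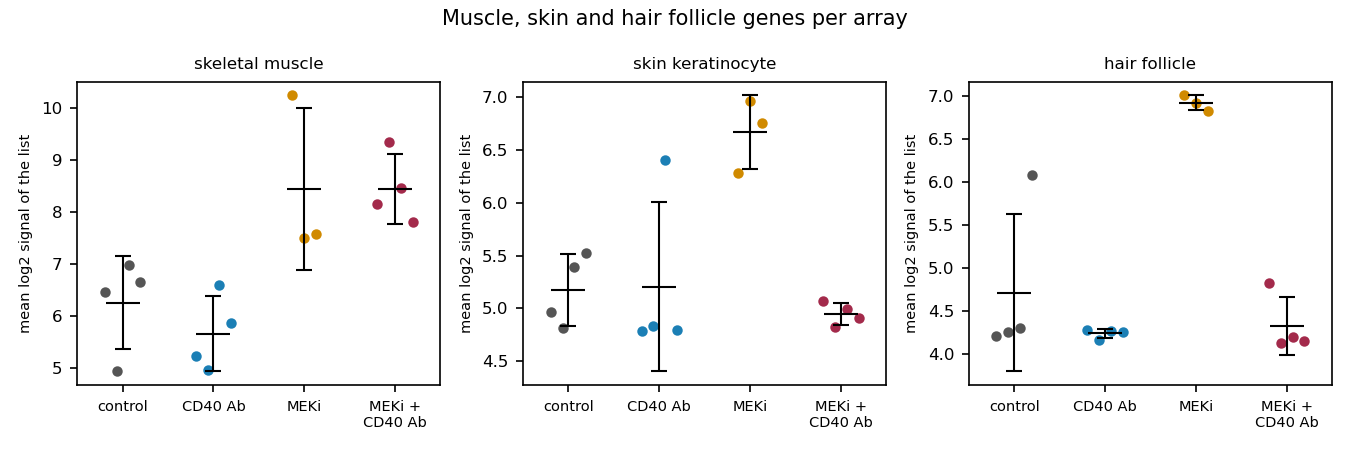
Mean log2 signal of the skeletal muscle, skin keratinocyte and hair follicle lists in each tumor (points, 1 per array) by group, with the group mean and SD (bars). Muscle genes had means of 8.44 ± 1.56 in MEKi and 8.44 ± 0.66 in combination tumors, and skin genes were highest in MEKi tumors (6.67 ± 0.35).

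CD40 Ab alone was compared with control to show what the antibody did without the inhibitor. Most probe sets that passed rose, and the lists with the most rising members were immune lists. The interferon gamma response list rose from 9.08 ± 0.34 (SD, n = 4) to 10.20 ± 0.37 (n = 4), MHC class I genes from 9.29 ± 0.26 to 10.15 ± 0.16 and pan-macrophage genes from 8.96 ± 0.11 to 9.51 ± 0.11. Mitotic genes were at 8.90 ± 0.25 and 8.89 ± 0.23 in CD40 Ab and control tumors, and muscle genes at 5.66 ± 0.72 and 6.25 ± 0.90.

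The test called 323 probe sets, 297 up and 26 down (184 genes up and 9 down). In 1399 genes the groups did not overlap, where chance gives 2.86%. The largest rises were in Ubd, an interferon-inducible ubiquitin-like gene (log2 FC 2.28 ± 0.34, adjusted p = 0.0253), and Jchain, which joins polymeric immunoglobulins (2.15 ± 0.35, adjusted p = 0.0332). Next were Ms4a4b (2.09 ± 0.30, adjusted p = 0.0240), the chitinase-like gene Chil1 (1.94 ± 0.19, adjusted p = 0.0186) and the immunoglobulin segment Igkv8-30 (1.93 ± 0.27, adjusted p = 0.0225). The largest falls were in Prss35 (-1.40), S100g (-0.96), Lama2 (-0.88), Klhl30 (-0.78) and Tbx3 (-0.65), with adjusted p = 0.0186 to 0.0449. All 10 genes separated the 4 CD40 Ab from the 4 control arrays.

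Interferon gamma response genes rose in 6 of 16 with 10 not passing (16 adjusted over the list alone, median 1.05), including Ido1 (1.63), Gbp7 (1.61) and Gbp6 (1.58). MHC class I genes rose in 7 of 14 (14, median 0.80), including Tap1 (1.39), Psmb8 (1.26) and Tap2 (1.25). MHC class II genes rose in 4 of 10 (8 up and 1 down adjusted over the list alone, median 0.93), including H2-DMb2 (1.47), H2-DMa (1.30) and Ciita (1.16). Type I interferon genes rose in 1 of 22 (21, median 0.63), namely Zbp1 (1.00). Camera gave these 4 lists adjusted p = 1.66e-20 to 1.10e-07 (0.107 to 0.208 with an estimated correlation), and none of 100 draws of unchanged groups gave medians as large. Pan-macrophage genes rose in 8 of 14 (13, median 0.61), including Aif1 (1.05), Tyrobp (0.72) and C1qc (0.67), and complement genes in 2 of 11 (8, median 0.76), including Cfp (0.81) and Itgb2 (0.76). T cell genes rose in 3 of 18 (13, median 0.47), including Cd8b1 (1.26), Cd3d (1.01) and Cd5 (0.63), and cytotoxic genes in 4 of 15 (7, median 0.42), including Ccl5 (1.70), Nkg7 (1.54) and Gzmb (1.27). In the remaining immune lists 0 to 2 members rose. These were the plasma cell (1 of 11, median 0.19), M1-like (2 of 13, 0.072), M2-like (1 of 15, 0.17), granulocytic (1 of 16, 0.19), CD40 and NF-kB target (1 of 19, 0.21), chemokine (0 of 24, 0.26), regulatory T cell (0 of 9, 0.17) and checkpoint lists (0 of 10, 0.20). They had 1 to 6 genes up adjusted over the list alone, and the M2-like list also 1 down. Camera called these 12 lists up with adjusted p = 3.38e-20 to 0.0313 (0.107 to 0.480 with an estimated correlation). Medians as large were found in 51 of 100 draws of unchanged groups for the M2-like list, 37 for M1-like, 31 for plasma cell and 20 for checkpoint genes, and in 0 to 10 for the other 8. Without CD40 Ab replicate 1 the M2-like median was 0.014 and did not pass (adjusted p = 0.798).

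Outside the immune lists no member passed over all probe sets. Camera called adipocyte (median 0.77) and endothelial genes (0.21, 2 up adjusted over the list alone) up and cholesterol (-0.14), hypoxia and glycolysis (-0.18), muscle (-0.62) and fibroblast genes (-0.19) down, with 0 passing adjusted over the list alone in those 5. Its adjusted p was 4.19e-05 to 0.0222 for these 6 lists (0.373 to 0.756 with an estimated correlation), and 5 to 59 of 100 draws of unchanged groups gave medians as large. With the spike-in ratio as a covariate the fibroblast median was 0.016. The mitosis, DNA replication, ERK output, ribosome, B cell, dendritic cell, mast cell, epithelial, skin, nerve and red blood cell lists did not pass (camera adjusted p = 0.156 to 0.897, medians from -0.066 to 0.0575). For ERK output, mast cell, epithelial, skin and red blood cell genes the median, mean and test differed in sign. Ifng (1.16) and Cd40 (0.56) rose (adjusted p = 0.0225 to 0.0313), with all 4 CD40 Ab arrays above all 4 control arrays. Dusp6 (0.033), Spry4 (0.11), Etv4 (-0.21), Plk1 (0.068), Mki67 (-0.10), Hmgcs1 (-0.28), Cd3g (1.23), Cd8a (0.61), Cd4 (-0.033), Fasl (0.25), Foxp3 (-0.035), Mrc1 (0.04), Nos2 (0.015), S100a8 (0.59), Cxcl9 (1.24), Cxcl10 (1.17), H2-Aa (0.81), Ighm (1.64), Acta1 (-0.74), Adipoq (1.56), Krt19 (-0.028) and Col1a1 (-0.38) did not pass (adjusted p = 0.0594 to 0.984). Without control replicate 1, 2 or 3 or CD40 Ab replicate 4, limma called 0 probe sets (3812 to 4096 at an unadjusted p under 0.05), without CD40 Ab replicate 1 it called 150 and without CD40 Ab replicate 3 159. A fit of all 15 arrays called 42, and adding covariates to that fit gave 36 with the series, 404 with muscle and skin levels and 0 with the spike-in ratio (3730 at an unadjusted p under 0.05). Within the animal number series it called 14 in the lower (2 against 3 arrays) and 0 in the upper (2 against 1, 2994 at an unadjusted p under 0.05). All 23 other subsets of 2 against 1 arrays also gave 0, and those of 2 against 3 gave 0 to 452.

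The combination was next compared with MEKi alone, the contrast that shows what CD40 Ab added to the inhibitor. Skin, fibroblast, mast cell and granulocytic levels were lower in combination tumors, with many genes not passing and no list passing with an estimated correlation. Skin was at 4.95 ± 0.10 (SD, n = 4) against 6.67 ± 0.35 (n = 3) and fibroblast at 10.17 ± 0.18 against 10.94 ± 0.43. ERK output was at 8.84 ± 0.02 against 9.19 ± 0.10 and type I interferon genes at 8.68 ± 0.23 against 8.22 ± 0.18, few passing in both. All combination tumors were of the lower and all MEKi tumors of the upper series, so series and treatment could not be separated here.

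The test called 1264 probe sets, 457 up and 807 down (251 genes up and 482 down). In 3562 genes the groups did not overlap, where chance gives 5.71%. The largest rises were in Mmp7 (log2 FC 2.55 ± 0.22, adjusted p = 0.00158) and the adhesion receptor gene Adgra1 (2.32 ± 0.15, adjusted p = 0.000407). They were followed by the retinol receptor gene Stra6 (2.09 ± 0.19, adjusted p = 0.00218), the apolipoprotein L gene Apol6 (1.92 ± 0.28, adjusted p = 0.0135) and the phosphate transporter gene Slc17a1 (1.87 ± 0.32, adjusted p = 0.0246). The 5 largest falls were all in keratin or keratin-associated genes of hair, Krt25 (-5.95), Krtap16-3 (-5.89), Krtap8-1 (-5.32), Krt35 (-4.54) and Krtap19-3 (-4.43), with adjusted p = 2.96e-05 to 0.0143. In all 10 genes the combination arrays lay apart from the MEKi arrays.

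Of 12 skin keratinocyte genes, 6 fell and 6 did not pass (11 adjusted over the list alone, median -1.72), including Dsc3 (-3.56), Krt5 (-3.06) and Calml3 (-2.86). Of 22 fibroblast and matrix genes, 5 fell and 17 did not pass (1 up and 15 down adjusted over the list alone, median -0.77), including Dpt (-2.17), Lum (-2.12) and Dcn (-1.90). Of 8 mast cell genes, 3 fell (6, median -0.98), namely the mast cell protease genes Cpa3 (-2.49) and Cma1 (-2.41) and the IgE receptor gene Fcer1a (-2.41). Granulocytic genes fell in 3 of 16 (8, median -0.51), namely Lcn2 (-1.68), S100a8 (-1.36) and Il1r2 (-0.82). Ribosome biogenesis genes fell in 3 of 18 (16, median -0.36), namely Rrp12 (-0.66), Polr1b (-0.58) and Nop16 (-0.49), and ERK output genes in 1 of 19 (11, median -0.30), namely the ERK phosphatase gene Dusp5 (-0.83). DNA replication genes (0 of 26, 0 adjusted over the list alone) had a median of -0.19, which turned to 0.0788 without MEKi replicate 3. Camera called these 7 lists down with adjusted p = 3.60e-12 to 0.0234 (0.0864 to 0.736 with an estimated correlation), and 46 of 100 draws of unchanged groups gave a median as large for DNA replication and none for the other 6.

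Of the immune lists, camera called up the type I interferon (1 of 22 genes up, 14 adjusted over the list alone, median 0.41), MHC class I (0 of 14, 0, 0.33), MHC class II (0 of 10, 0, 0.60) and interferon gamma lists (0 of 16, 2, 0.36). It also called up the complement (2 of 11, 2, 0.52), pan-macrophage (1 of 14, 1, 0.58) and cytotoxic lists (0 of 15, 2, 0.46). Passing members were Oasl1 (0.66), Cfi (1.13) and Cfp (1.11) and Cd68 (0.96). The mitosis (0 of 24, median 0.54), hypoxia and glycolysis (0 of 17, 0.47) and adipocyte lists (0 of 11, 0.80) were also called up with 0 genes passing adjusted over the list alone. Camera gave these 10 lists adjusted p = 5.24e-08 to 0.0243 (0.726 to 0.736 with an estimated correlation). In draws of unchanged groups 16 of 100 gave a median as large for the interferon gamma, 14 for the cytotoxic, 9 for the mitosis and 5 for the hypoxia list, and 0 to 2 for the other 6. Without MEKi replicate 1 the mitosis (0.12) and hypoxia lists (0.11) did not pass. Without MEKi replicate 2 neither did the MHC class II (0.30), interferon gamma (0.18), complement (0.28), pan-macrophage (0.22) and cytotoxic lists (0.20), all with adjusted p = 0.0719 to 0.289. With muscle and skin covariates the adipocyte median was -0.16. The other 16 lists, among them T cell (median 0.28), B cell (-0.60), chemokine (-0.11, 2 up and 3 down) and muscle genes (-0.0046), had camera adjusted p = 0.0593 to 0.980. For muscle and nerve genes the median, mean and test differed in sign.

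Of the remaining genes of interest, Dusp6 (-0.43), Spry4 (-0.77), Etv4 (-0.20), Ciita (0.56) and Col1a1 (-1.0) separated the groups without passing (adjusted p = 0.0556 to 0.303). Plk1 (0.75), Mki67 (0.22), Hmgcs1 (0.18), Cd3g (0.74), Cd8a (0.73), Cd4 (0.16), Ifng (0.65), Gzmb (0.57), Fasl (0.46), Foxp3 (0.012), Mrc1 (-0.028), Nos2 (0.031), Cxcl9 (0.56), Cxcl10 (0.045), H2-Aa (0.47), Tap1 (0.49), Cd40 (0.043), Ighm (2.68), Acta1 (0.097), Adipoq (2.74) and Krt19 (-0.16) did not pass either (adjusted p = 0.162 to 0.977). Without MEKi replicate 1 the count was 2089, without MEKi replicate 3 it was 431, and without combination replicates 1, 2, 3 or 4 it was 642, 438, 565 and 596. The replicate number as a block gave 180. A fit of all 15 arrays called 3663, and adding covariates to that fit gave 809 with the series, 427 with muscle and skin levels and 3678 with the spike-in ratio.

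The combination was also compared with CD40 Ab alone to show what MEKi added. ERK output fell from 9.24 ± 0.14 (SD, n = 4) to 8.84 ± 0.02 (n = 4) and mitotic genes from 8.90 ± 0.25 to 8.19 ± 0.40. Most of their genes did not pass, nor any list with an estimated correlation. Fibroblast genes rose from 9.35 ± 0.43 to 10.17 ± 0.18. Muscle genes moved with these groups and shifted most, from 5.66 ± 0.72 to 8.44 ± 0.66.

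The test called 2019 probe sets, 1144 up and 875 down (672 genes up and 459 down), and after median centring 1036 up and 1248 down. In 3161 genes the groups did not overlap, where chance gives 2.86%. The muscle genes Myh1 (4.97), Ttn (4.61), Myh4 (4.59) and Tnnc2 (4.34) had 4 of the 5 largest rises (adjusted p = 0.00471 to 0.0108), and Igfbp2 the other (log2 FC 3.81 ± 0.69, adjusted p = 0.0183). The largest falls were in Dynap (-4.29), Synpr (-3.10), Rcan2 (-2.67), Kcnab1 (-2.59) and Nptx1 (-2.59), with adjusted p = 9.61e-05 to 0.00340. All 10 separated the 4 combination from the 4 CD40 Ab arrays.

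Of 20 muscle genes, 19 rose and 1 did not pass (19 up and 1 down adjusted over the list alone, median 3.05), Acta1 among the rising (3.44 ± 0.74, adjusted p = 0.0340). Of 22 fibroblast genes, 7 rose and 15 did not pass (14 adjusted over the list alone, median 0.71), including Tagln (1.99), Thbs2 (1.83), Mmp2 (1.28) and Col1a1 (1.20). Camera gave both lists adjusted p = 4.76e-18 to 4.25e-10 (0.475 with an estimated correlation), and none of 100 draws of unchanged groups gave medians as large. ERK output genes fell in 9 of 19 (13, median -0.43), including the AP-1 gene Fosl1 (-0.98), the immediate early gene Egr1 (-0.89) and Dusp5 (-0.85). They also included Dusp6 (-0.52 ± 0.073, adjusted p = 0.00740) and Etv4 (-0.55 ± 0.073, adjusted p = 0.00549). Mitotic genes fell in 4 of 24 (24, median -0.73), including Ndc80 (-0.88), Birc5 (-0.80) and Cdc25b (-0.67). Ribosome biogenesis (0 of 18, 5 adjusted over the list alone, median -0.16), cholesterol (0 of 19, 0, -0.28) and DNA replication genes (0 of 26, 0, -0.12) were also called down. Camera gave these 5 lists adjusted p = 5.35e-10 to 0.0213 (0.475 to 0.676 with an estimated correlation), and medians as large arose in 60 of 100 draws of unchanged groups for DNA replication, 27 for cholesterol and 0 or 1 for the other 3. With muscle and skin covariates the DNA replication (0.21) and cholesterol lists (0.28) passed in the opposite direction (adjusted p = 0.0145).

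MHC class II genes rose in 2 of 10 (9 adjusted over the list alone, median 0.60), namely H2-DMb2 (1.39) and Ctss (0.47), and T cell genes in 2 of 18 (4, median 0.41), namely Bcl11b (1.23) and Cd8b1 (1.12). Chemokine genes rose in 5 of 24 (6, median 0.37), including Ccl2 (1.33), Ccl17 (1.05) and Cxcl5 (1.04). Pan-macrophage genes rose in 3 of 14 (6, median 0.28), namely Cd68 (0.67), Cd14 (0.53) and Mertk (0.46), and CD40 and NF-kB targets in 4 of 19 (6, median 0.17), including Nfkbie (1.04), Birc3 (0.77) and Tnfaip3 (0.70). Camera gave these 5 lists adjusted p = 3.00e-06 to 0.000242 (0.475 with an estimated correlation), and 0 to 36 of 100 draws of unchanged groups gave medians as large, the highest for pan-macrophage genes. With muscle and skin covariates the pan-macrophage (-0.61), T cell (-0.32) and B cell lists (-1.11) passed in the opposite direction (adjusted p = 1.32e-08 to 0.00826), and the MHC class II median was -0.19. With the spike-in ratio, which differed by 0.59 between these groups, the CD40 and NF-kB target (-0.035) and pan-macrophage medians (-0.059) turned without passing. MHC class I, interferon gamma, granulocytic, complement, M2-like, cytotoxic, B cell, checkpoint, epithelial, hypoxia and nerve genes were called up with medians from 0.11 to 0.49. In each, 0 to 2 members rose (0 to 6 adjusted over the list alone) and 0 or 1 fell. They had camera adjusted p = 0.000408 to 0.0437 (0.475 to 0.666 with an estimated correlation), and 80 of 100 draws of unchanged groups gave a median as large for B cell, 66 for hypoxia, 54 for checkpoint and 0 to 26 for the other 8 lists. Complement (-0.12), granulocytic (-0.11) and checkpoint medians (-0.080) turned with muscle and skin covariates. The other 10 lists did not pass (camera adjusted p = 0.0576 to 0.896). Mrc1 fell (-1.37 ± 0.29, adjusted p = 0.0331) and S100a8 rose (0.76 ± 0.17, adjusted p = 0.0387), each in all 4 combination against all 4 CD40 Ab arrays. Spry4 (-0.43), Plk1 (-0.80), Mki67 (-0.48), Hmgcs1 (-0.18), Cd3g (1.15), Cd8a (0.89), Cd4 (0.12), Ifng (0.59), Gzmb (0.18), Fasl (0.50), Foxp3 (-0.085), Nos2 (0.16), Cxcl9 (0.70), Cxcl10 (0.97), H2-Aa (0.49), Tap1 (0.06), Ciita (0.69), Cd40 (0.24), Ighm (1.21), Adipoq (0.26) and Krt19 (0.15) did not pass (adjusted p = 0.0550 to 0.924). Without CD40 Ab replicates 2, 3 or 4 the count was 936, 1316 and 1145, and without combination replicates 1, 2 or 4 it was 1046, 933 and 997. The replicate number as a block gave 935. It was 973 within the lower animal number series (4 against 2 arrays, the upper holding no combination tumor). A fit of all 15 arrays called 2407, and adding covariates to that fit gave 328 with muscle and skin levels and 725 with the spike-in ratio.

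**Figure D4:**
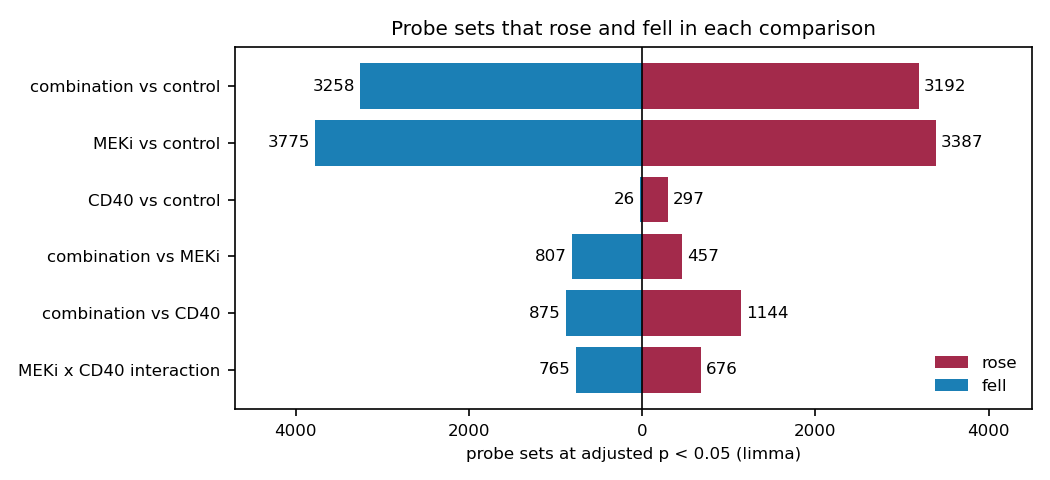
Number of probe sets past the threshold, up and down, in the 5 comparisons and the interaction (bars, linear axis from 0). The count was highest for MEKi against control (3387 up, 3775 down) and lowest for CD40 Ab against control (297 up, 26 down).

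The interaction tested whether the combination departed from the sum of both single effects on the log2 scale. It was negative for several groups that MEKi alone had raised: skin keratinocyte genes (median interaction -1.76, 6 of 12 lower, 6 adjusted over the list alone), mast cell genes (-0.97, 3 of 8, 5), granulocytic genes (-0.68, 4 of 16, 7) and fibroblast genes (-0.50, 3 of 22, 7 lower and 1 higher). ERK pathway output was lower in combination tumors than the sum predicted (-0.33, 2 of 19, 8 lower and 1 higher adjusted over the list alone), as were ribosome biogenesis genes (-0.38, 5 of 18, 14). Interferon gamma response (-0.73), MHC class I (-0.47), M1-like (-0.44), chemokine (-0.32) and DNA replication lists (-0.21) were also called negative, with 0 to 3 members passing down. Without MEKi replicate 3 the DNA replication median turned to 0.060. Hypoxia and glycolysis (0.73), mitosis (0.53) and cholesterol lists (0.38) were called positive with 0 members passing, also adjusted over the list alone. Camera gave these 14 lists adjusted p = 5.50e-10 to 0.0421 (0.473 to 0.893 with an estimated correlation), and in unchanged groups camera called a median of 13.5 lists. Medians as large arose in 54 of 100 such draws for DNA replication, 37 for cholesterol, 25 for mitosis, 15 for fibroblast genes and 0 to 6 for the other 10 lists. Without MEKi replicate 1 the mitosis (0.13), cholesterol (0.015) and fibroblast lists (-0.28) did not pass (adjusted p = 0.271 to 0.592). The cholesterol median was -0.04 with the series as a covariate, and the skin and DNA replication medians were 0.16 and 0.0026 with muscle and skin levels.

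The test called 1441 probe sets, 676 positive and 765 negative (363 and 466 genes). The highest passing values were in the semaphorin gene Sema4f (2.48 ± 0.36, adjusted p = 0.00250), the matrix gene Spon2 (2.38 ± 0.32, adjusted p = 0.00171) and the collagen gene Col11a1 (2.27 ± 0.53, adjusted p = 0.0326). Next were Myzap (2.26) and Stra6 (2.21), with adjusted p = 0.000894 to 0.00176. The lowest passing values were in skin and hair genes, Krtap16-3 (-5.13), Lgals7 (-4.09), Krtap19-3 (-3.96), Krt35 (-3.82) and Krtap19-2 (-3.73), with adjusted p = 1.28e-05 to 0.0282. Of the genes of interest, S100a8 (-1.95) and Spry4 (-0.88) passed (adjusted p = 0.0108 to 0.0429). Dusp6 (-0.46), Etv4 (0.01), Plk1 (0.68), Mki67 (0.32), Hmgcs1 (0.45), Cd3g (-0.49), Cd8a (0.12), Cd4 (0.19), Ifng (-0.50), Gzmb (-0.70), Fasl (0.21), Foxp3 (0.047), Mrc1 (-0.068), Nos2 (0.016), Cxcl9 (-0.67), Cxcl10 (-1.13), H2-Aa (-0.34), Tap1 (-0.90), Ciita (-0.60), Cd40 (-0.52), Ighm (1.03), Acta1 (0.84), Adipoq (1.18), Krt19 (-0.14) and Col1a1 (-0.62) did not (adjusted p = 0.135 to 0.983). The other 19 lists, T cell (-0.21), cytotoxic (-0.09) and MHC class II genes (-0.32) among them, had camera adjusted p = 0.134 to 0.896, and for checkpoint and plasma cell genes the median, mean and test differed in sign. With the series covariate 84 probe sets passed, and 9 of 12 passing named genes did not. Muscle and skin levels gave 558. Counts included 888 (without control 1), 745 (control 2), 910 (CD40 Ab 3), 941 (CD40 Ab 4), 821 (MEKi 3) and 932 (combination 2 or 4).

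The single treatments were then set beside the combination, all against the same controls. MEKi and the combination called 1899 genes in the same direction, 1001 up and 898 down, where independent calls would share 201 and 165, and 25 genes in opposite directions. Across genes, which are not independent replicates, their log2 FC had r = 0.685 and a covariance of 0.141, compared with a mean r of 0.493 and a covariance of 0.0132 in unchanged groups sharing controls. With separate pairs of controls 360.2 genes were shared on average and the covariance was 0.135. Shared rises included Ogn, Cxcl10, Dpt, Gbp8 and Tap2 and shared falls Dynap, Kcnab1, Mrc1, Etv4 and Plk1. CD40 Ab and the combination shared 176 genes, 171 up and 5 down (19.0 and 0.785 by independent calls, covariance 0.0374 against 0.0120 in unchanged groups, at most 0.0322 there, a mean of 4 genes with separate controls, 23 in 1 of 6 splits and 0 or 1 in the others), among them Gbp6, Psmb8, Tap1, Tap2, Gzmb, Ciita and H2-DMb2. MEKi and CD40 Ab shared 69, 64 up and 5 down (19.8 and 0.937 by independent calls, covariance 0.0218 against 0.0119, a mean of 0.833 genes with separate controls, 5 in 1 split and 0 in the others), among them Ifng, Ciita, Cd40 and Tap2. The covariance of this last pair lay within the draws of unchanged groups, which reached 0.0301. In opposite directions, 2 genes were called for CD40 Ab and the combination and 6 for MEKi and CD40 Ab. For the last 2 pairs r was 0.492 and 0.209, where unchanged groups sharing controls gave a mean of 0.478 and 0.454.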

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

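The muscle tissue, animal number and skin tests were set out before their results, and the tests of a lower share of tumor cells, of MEKi replicate 1 and of the labelling step, like the test of the animal number series for the immune lists, were chosen only after the result was seen.

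Skeletal muscle genes were higher in MEKi-treated tumors, with a median log2 FC of 2.41 in combination against control. Muscle list genes varied together within groups: the median correlation of a gene with the mean of the others, as deviations from the group means over 15 arrays, was 0.935 (0.916 without MEKi replicate 1), and 18 of 20 genes had 0.8 or more, as pieces with more or less muscle tissue would give. A lower share of tumor cells would raise endothelial genes alike, but their median was 0.093 (interquartile range 0.38). In MEKi against control the muscle median was 2.27 with and 1.33 without MEKi replicate 1 (SE 0.45), so how far that array carried the rise in the MEKi group was left open. A candidate explanation is therefore that more muscle was present in the pieces from MEKi-treated mice, by sampling or by local tissue change, and tumor size was not analysed here.

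Immune gene lists were higher in combination than in control tumors, with medians of 0.87 for T cells (0.63 without combination replicate 2) and 1.53 for MHC class II, though neither passed with an estimated correlation (adjusted p = 0.211 and 0.202). A lower share of tumor cells would raise other host lists as well, and 3 of 7 had a median of at least 0.5 times that of T cells: skeletal muscle (2.41), fibroblast (0.62) and adipocyte genes (0.44). Nerve (0.20), endothelial (0.093), red blood cell (-0.13) and skin genes (-0.28) did not, so a lower share of tumor cells stays open as part of the shift. Within the lower animal number series the lowest ratio of a list median to that over all arrays was 1.02 over 7 immune lists, and with the spike-in ratio as a covariate, beside the same fit without it, it was 0.83, so neither the series nor the labelling step accounted for the whole shift. An effect of the treatment on immune infiltration and a change in the tumor cells' own expression stay open and were not tested.

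Combination and MEKi tumors differed in 1264 probe sets, with skin and hair genes among the largest falls. The slope of the difference between animal number series, in tumors without MEKi, on the log2 FC of the 733 called genes was 0.164 (jackknife SE 0.120), and 2 of 24 arrangements of the series gave a slope as large, so the series cannot be told apart from the treatment. Skin in the MEKi pieces could not be decided either: 2 of 4 epidermal genes, Krt5 and Krt10, were higher in each MEKi array than in every combination array. Krt14 and Krt1 overlapped by 0.08 and 0.02, less than their SD among the MEKi arrays (1.16 and 1.01). Without MEKi replicate 1 the count was 2089, which argues against that array as the source. A biological effect of CD40 Ab on skin and stroma stays possible and untested.

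Other splits of the same arrays into groups of the same sizes tested whether chance can be excluded. For combination against control 1 of 35 splits, the real one, gave 6450 probe sets and the highest other gave 0. For MEKi against control it was 1 of 35, with 7162 against 17, and the split with 17 put the 3 controls of the lower animal number series on one side. For CD40 Ab against control it was 1 of 35 (323 against 7), for combination against MEKi 1 of 35 (1264 against 0), for combination against CD40 Ab 1 of 35 (2019 against 0) and for the interaction 1 of 100 (1441 against 4). Chance can be excluded for all 6 counts at a share under 0.05, though not a structure of the arrays that follows the groups.

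Single arrays stood far from the other 3 of their group, by a gap above Dixon's critical value as a share of the group's range, in 9 of 99 lists and groups, 2 of 18 array measures and 37 of 420 genes and groups tested. Chance gives this in about 1 in 20 groups. The MEKi group, with 3 arrays, was not tested in this way. Its replicate 1 had B cell genes at 6.24 against 4.24 and 4.26, muscle genes at 10.24 against 7.49 and 7.58, a Gapdh control mean of 12.67 against 13.38 and 13.17, and a value of -34.5 against 17.5 and 6.68 on principal component 3. In combination replicate 2, T cell genes were at 6.59 against 5.80 to 5.85, cytotoxic genes at 7.10 against 6.14 to 6.28 and checkpoint genes at 6.13 against 5.59 to 5.66 in the other 3. CD40 and NF-kB targets were at 7.51 in CD40 Ab replicate 1, complement genes at 7.93 in CD40 Ab replicate 2, and mast cell and skin genes at 5.75 and 6.40 in CD40 Ab replicate 3. Fibroblast and endothelial genes were at 9.34 and 6.53 in control replicate 4. The mean of the Gapdh control probe sets was 13.45 in control replicate 3 and that of the 18S control probe sets 13.41 in combination replicate 1. Control replicate 2 had Acta1 (5.66), Mb (4.66) and Pigr (4.65) below the rest. Control replicate 3 had Dpt (7.08) above the rest. Control replicate 4 had Cxcl11 (7.22), Krt25 (8.63), Krt35 (5.56), Krtap16-3 (5.40), Krtap19-3 (4.29), Krtap8-1 (8.15) and Tyrobp (9.61) above and Lum (9.09) below the rest. CD40 Ab replicate 1 had Pigr (6.45) below the rest. CD40 Ab replicate 2 had Adgra1 (6.78), Dusp6 (10.97), Krt19 (13.21) and Mmp7 (8.12) above the rest. CD40 Ab replicate 3 had Dsc3 (4.45), Krt5 (6.91) and Lgals7 (8.08) above the rest. CD40 Ab replicate 4 had Ifng (5.65) above the rest. Combination replicate 1 had Krt25 (5.33), Krtap8-1 (6.97) and Lgals7 (6.31) above and Fosl1 (7.50) below the rest. Combination replicate 2 had Apol6 (8.70), Cd3d (8.62), Cd68 (9.30), Cd8a (7.60), Ms4a4b (8.89) and Rcan2 (4.76) above the rest. Combination replicate 3 had Bcl11b (6.31), Ccl2 (9.02) and Dusp6 (10.18) below the rest. Combination replicate 4 had Krtap19-2 (2.88) and Pamr1 (9.12) above and Kcnab1 (4.72) below the rest.

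The test of the interaction, whether the effect of CD40 Ab differed between tumors with and without MEKi, called 1441 probe sets, and 84 with the animal number series as a covariate, so how much of it the series carried was left open. Camera called 14 lists, none of them with an estimated correlation (adjusted p = 0.473 to 0.893), and called a median of 13.5 lists in unchanged groups. The lists were mitosis (0.53), DNA replication (-0.21), cholesterol (0.38), ERK output (-0.33), ribosome (-0.38), hypoxia and glycolysis (0.73), MHC class I (-0.47), interferon gamma (-0.73), chemokine (-0.32), M1-like (-0.44), granulocytic (-0.68), mast cell (-0.97), fibroblast (-0.50) and skin (-1.76) by median log2 interaction. The top passing genes were Sema4f (2.48), Spon2 (2.38), Col11a1 (2.27), Myzap (2.26), Stra6 (2.21), Krtap16-3 (-5.13), Lgals7 (-4.09), Krtap19-3 (-3.96), Krt35 (-3.82) and Krtap19-2 (-3.73). The 18S control probe sets, which no comparison used, were 0.38 higher on the log2 scale in combination than in control tumors (exact permutation p = 0.0286, the smallest possible, adjusted 0.0714).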

How the results depend on the processing

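The muscle and skin covariates, the spike-in ratio covariate, the fits within an animal number series and the draws of unchanged groups were chosen only after the data were seen. Probe set counts kept within 1.5 times their value with an intensity trend and robust prior, array weights, a second quantile normalization or median centring. So did those without dim probe sets or probe sets matching several transcripts. Median centring changed the balance to 2854 up and 4759 down in combination against control and 1036 and 1248 in combination against CD40 Ab. Of 323 named gene values, those that passed kept their direction under the alternatives run on single genes. These left out the muscle and skin and spike-in covariates. Of 2736 cases without 1 array, passing before or not, 435 lost the threshold. Of those not passing, 75 changed sign, as did 15 among all 323 with the animal number series as covariate. Background correction and a scan date block were not run. The number of arrays and the signal over background limit what can be said of weak genes.

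With 1 probe set per gene, 4141 genes were called in combination against control and 4328 in MEKi against control, since fewer features were tested. Requiring a 2-fold change as well left 937, 1676, 87, 466, 444 and 491 probe sets in the order combination against control, MEKi against control, CD40 Ab against control, combination against MEKi, combination against CD40 Ab and interaction. An adjusted p under 0.01 left 2770, 2929, 0 (limma, 4524 at an unadjusted p under 0.05), 322, 365 and 321, and overlaps of 724 genes for MEKi and the combination and 0 for the other two pairs, since CD40 Ab then had 0 calls. Counted by probe sets the 3 overlaps were 3392, 289 and 123, and with separate pairs of controls they were 360.2, 4 (0 to 23) and 0.833 (0 to 5) on average, where smaller groups were fitted.

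The replicate block gave 3159 probe sets in MEKi against control, 180 in combination against MEKi and 935 in combination against CD40 Ab, with the other counts within 1.5 times. All 15 arrays in 1 fit gave 5021, 9843, 42, 3663 and 2407 in the 5 comparisons, in the order above. All fits with a covariate used these 15 arrays and are set beside these counts. The animal number series as a covariate gave 36 beside 42 in CD40 Ab against control, gave 809 beside 3663 in combination against MEKi and 84 beside 1441 for the interaction, and turned the medians of type I interferon genes in MEKi against control (-0.0270) and cholesterol genes in the interaction (-0.04). Within the series from 10000 on, MEKi and CD40 Ab against control gave 0 and 0 by limma (4600 and 2994 at an unadjusted p under 0.05), and within the lower series CD40 Ab against control gave 14 and combination against CD40 Ab 973, with fewer arrays. Other subsets of these sizes gave 1, 0, 0 to 452 and 265 to 981, so these counts decided nothing about the series. The cause was not tested for the block or the covariate.

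Muscle and skin list levels as covariates gave 1162, 1719, 427, 328 and 558 probe sets (5021, 9843, 3663, 2407 and 1441 without them), in the order above without CD40 Ab against control, and 15, 10, 12 and 23 lists in the last 4. They turned the direction of list medians, in combination against control to DNA replication 0.148, cholesterol 0.0287, B cell -0.862, dendritic cell -0.0219 and skeletal muscle -0.0152. In combination against MEKi it was adipocyte -0.163. In combination against CD40 Ab they were DNA replication 0.211, cholesterol 0.284, T cell -0.320, immune checkpoint -0.0801, B cell -1.11, MHC class II -0.190, complement -0.119, pan-macrophage -0.611, granulocytic -0.112 and skeletal muscle -0.0406, and in the interaction DNA replication 0.00255 and skin keratinocyte 0.155. Of these, B cell genes in combination against control and DNA replication, cholesterol, T cell, B cell and pan-macrophage genes in combination against CD40 Ab passed in the opposite direction (adjusted p = 1.32e-08 to 0.0145). The muscle and skin lists turned because they were themselves covariates, and for the rest the cause was not tested. The spike-in ratio gave 3433 probe sets beside 5021 in combination against control, 0 beside 42 in CD40 Ab against control (limma, 3730 at an unadjusted p under 0.05), 3678 beside 3663 in combination against MEKi and 725 beside 2407, with 12 lists, in combination against CD40 Ab. It turned fibroblast and matrix 0.0164 in CD40 Ab against control and immune checkpoint -0.100, B cell -0.188, CD40 and NF-kB target -0.0346 and pan-macrophage -0.0586 in combination against CD40 Ab, and the cause was not tested.

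With an estimated correlation camera called 2, 0, 0, 0, 0 and 0 of 33 lists in the order above. Fry called 22, 10, 14, 4, 3 and 6. With dim genes left out, camera called 13 lists in MEKi against control and 9 in the interaction, against fewer other genes.

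Leaving out 1 array gave 4077 (without control replicate 1) to 6035 probe sets (without combination replicate 3) in combination against control, 4398 (control 1) to 7883 (MEKi 1) in MEKi against control, 0 (controls 1, 2 and 3 and CD40 Ab 4, by limma, 3812 to 4096 at an unadjusted p under 0.05) to 320 (CD40 Ab 2) in CD40 Ab against control, 431 (MEKi 3) to 2089 (MEKi 1) in combination against MEKi. It gave 933 (combination 2) to 1908 (combination 3) in combination against CD40 Ab and 745 (control 2) to 2072 (MEKi 2) for the interaction. In MEKi against control it gave 14 (MEKi 1) to 25 (MEKi 2) lists, and medians of -0.0125 to 0.95 for B cell and -0.0888 to 0.59 for pan-macrophage genes. DNA replication medians ranged from -0.43 to 0.0788 in combination against MEKi and from -0.415 to 0.06 in the interaction.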

Other observations

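The hair follicle list and the comparison of treatment effects across backgrounds were chosen only after the interaction was seen. Hair follicle genes (18 of 20 measured) were at 6.83 to 7.01 on the log2 scale in the 3 MEKi tumors, 6.09 in control replicate 4, 4.82 in combination replicate 1 and 4.12 to 4.30 in the other 10 tumors. Their median log2 FC was 2.10 in MEKi against control, with 16 genes up, -2.48 in combination against MEKi, with 16 down, and -2.09 in the interaction, with 11 down. Krt25, Krt35 and Krtap16-3 were each highest in the 3 MEKi tumors, followed by control replicate 4, the only control of the upper animal number series.

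The effect of MEKi was compared with and without CD40 Ab on separate arrays. Of 3847 genes called in MEKi against control, 86.5% had the same direction in combination against CD40 Ab, 722 were called there in the same and 4 in the opposite direction, and the median size was 0.60 without and 0.21 with CD40 Ab. Of 1131 genes called in combination against CD40 Ab, 93.1% had the same direction in MEKi against control, with median sizes of 0.61 and 0.69. Across 18193 genes, which are not independent replicates, r was 0.666. For CD40 Ab, r between backgrounds was 0.205. Of 193 genes called in CD40 Ab against control, 89.1% had the same direction in combination against MEKi, where 11 were called in the same and 1 in the opposite direction, with median sizes of 0.75 and 0.42. Of 733 genes called in combination against MEKi, 49.4% had the same direction in CD40 Ab against control (median -0.005 in that direction). Of 829 genes with an interaction, 814 were opposite to the direction of MEKi against control, as were 78.1% of all genes, a share raised by the arrays that both values use.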
